# DNA intermediates of meiotic recombination in synchronous *S. pombe* at optimal temperature

**DOI:** 10.1093/nar/gkt861

**Published:** 2013-10-01

**Authors:** Randy W. Hyppa, Kyle R. Fowler, Lubos Cipak, Juraj Gregan, Gerald R. Smith

## Abstract

Crossovers formed by recombination between homologous chromosomes are important for proper homolog segregation during meiosis and for generation of genetic diversity. Optimal molecular analysis of DNA intermediates of recombination requires synchronous cultures. We previously described a mutant, *pat1-as2*, of the fission yeast *Schizosaccharomyces pombe* that undergoes synchronous meiosis at 25°C when an ATP analog is added to the culture. Here, we compare recombination intermediates in *pat1-as2* at 25°C with those in the widely used *pat1-114* temperature-sensitive mutant at 34°C, a temperature higher than optimal. DNA double-strand breaks at most hotspots are similarly abundant in the two conditions but, remarkably, a few hotspots are distinctly deficient at 25°C. In both conditions, Holliday junctions at DNA break hotspots form more frequently between sister chromatids than between homologs, but a novel species, perhaps arising from invasion by only one end of broken DNA, is more readily observed at 25°C. Our results confirm the validity of previous assays of recombination intermediates in *S. pombe* and provide new information on the mechanism of meiotic recombination.

## INTRODUCTION

Meiosis, the formation of haploid gametes from diploid precursor cells, involves complex changes to chromosomes and their DNA. During meiosis, recombination between homologous chromosomes (homologs) forms a physical connection that provides tension between homologs on proper attachment to microtubules. This ensures proper segregation of recombined homologs to opposite poles at the first meiotic division. Without recombination and crossovers, in most species, chromosomes often missegregrate, and the resulting aneuploid gametes and subsequent progeny are inviable or debilitated (1). Meiotic recombination also reassorts genetic differences (alleles) between the parental chromosomes, usually giving rise to progeny with genotypes different from the parental genotypes. Recombination thus aids evolution of the species by enhancing genetic variation on which natural selection can act. Understanding the mechanism of recombination is central to understanding this key step in the life cycle of eukaryotes and may lead to ways to prevent birth defects resulting from improper chromosome segregation.

Elucidating the molecular mechanism of meiotic recombination requires obtaining sufficient cells at a given stage of meiosis to allow physical analysis of the DNA intermediates at each stage. Synchronously induced cultures of the fission yeast *Schizosaccharomyces pombe* and the budding yeast *Saccharomyces cerevisiae* have been indispensable in such studies. Particularly useful is the *S. pombe* temperature-sensitive *pat1-114* mutant, which can be synchronously induced by raising the temperature of the culture from 25 to 34°C (2). The higher temperature, however, is near the limit at which meiosis is successful in starvation-induced *pat1^+^* cells, and double-strand break (DSB) formation at 36°C and recombination at 35°C are less frequent than at 25°C (3,4) (unpublished data). Moreover, temperature is an important variable for meiotic chromosomal processes in certain null mutants of *S. cerevisiae* and perhaps wild-type as well (5,6). Thus, results obtained with *pat1-114* cells at 34°C have left uncertain how recombination proceeds at 25°C, the temperature at which many genetic and cytological studies of meiosis have been conducted (7–9).

To overcome this limitation, we created a mutant form of the Pat1 protein kinase (*pat1-as2*) that is inactivated in the presence of an ATP analog, using a procedure successful with many protein kinases (10–13). Wild-type Pat1 is active during vegetative growth of *S. pombe* and indirectly represses the hundreds of genes whose products are required for meiosis (14). When diploid cells heterozygous at the mating-type locus (*h^+^/h^−^*) are starved for nitrogen, Pat1 is inactivated and is unable to phosphorylate and inactivate Mei2, an RNA binding protein that functions in the destruction of meiotic mRNAs during vegetative growth. Nitrogen starvation also activates Ste11, a transcriptional activator of *mei2* and many other meiosis-specific genes (15). Multiple developmental events ensue, culminating in spore (gamete) formation. As *S. pombe* cells starved for nitrogen arrest at the G1 phase of the cell cycle (16), inactivating Pat1 in such cells results in synchronous meiosis: DNA replication occurs between 2 and 3 h in *pat1-114* at 34°C (5–6 h in *pat1-as2* at 25°C), and the first meiotic division (MI) between 5 and 6 h at 34°C (9–10 h at 25°C) (10). DNA can be extracted from such synchronously induced cells to analyze DNA intermediates of recombination.

In *S. pombe* and *S. cerevisiae*, recombination is initiated by the formation of DNA DSBs by Spo11 (called Rec12 in *S. pombe*) (17,18) (Figure 1). As a Spo11 ortholog is encoded by nearly all sexually reproducing species, DSB formation is likely a common or universal feature of meiotic recombination. DSBs do not occur at random across the genome but are much more frequent at certain sites (hotspots) than at others in both yeasts; in *S. pombe*, DSBs occur up to 400 times more frequently at hotspots than in other regions (DSB-cold regions) (19). DSB repair in *S. cerevisiae* occurs by the invasion of one end of the broken DNA into a homologous duplex to form a displacement (D) loop, also called a single-end invasion (SEI); annealing of the other broken end to the displaced strand forms a double Holliday junction (20,21). Cleavage of the displaced strand *before* annealing of the second end would form a single Holliday junction, the most frequent structures observed in *S. pombe* and in a substantial minority of repair events in *S. cerevisiae* (22). Resolution of Holliday junctions (HJs), whether single or double, can produce either a crossover (i.e. with exchange of parental DNA flanking the DSB) or a non-crossover (i.e. with DNA exchanged only near the DSB but not in the flanking regions).

**Figure 1.**
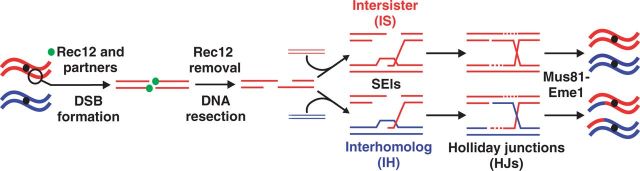
Pathway of meiotic recombination in *S. pombe.* The formation of meiotic DSBs is initiated by the Rec12 protein and several partner proteins. Rec12 breaks the DNA, becomes covalently bound to the 5′ end and is endonucleolytically removed, attached to ∼20 nt of DNA. The 3′ single-stranded tail is lengthened by further 5→3′ nucleolytic resection. One end invades an intact DNA duplex—either the identical sister or the homologous chromatid—and forms an intermediate known as a D-loop or a SEI. Cutting of the displaced strand allows it to anneal with the second initial end at the DSB to form a four-stranded DNA molecule, a Holliday junction (HJ). Resolution of the HJ into two duplex DNA molecules is completely dependent on Mus81-Eme1 and can result in an IH crossover if DSB repair is with the homologous chromosome; repair with the sister chromatid is genetically silent. Each thick line is double-stranded DNA; each thin line is a single strand of DNA.

Repair of a DSB with the homolog can produce a genetically recombinant crossover, whereas repair with the sister chromatid cannot. Although it is often stated that meiotic DSB repair occurs with the homolog, e.g. (21,23), HJ-forming repair events with the sister chromatid outnumber those with the homolog by ∼3 or 4:1 at the two DSB hotspots examined in *S. pombe* (22), and recent observations suggest there is more intersister (IS) repair in *S. cerevisiae* than previously thought (24). Indirect evidence suggests that repair of DSBs in DSB-cold regions occurs primarily or exclusively with the homolog in *S. pombe* (25), as appeared to be the case for the DSB hotspots examined in *S. cerevisiae* (26).

The data on *S. pombe* DNA intermediates cited earlier in the text come from studies using *pat1-114* mutants at 34°C. The *pat1-as2* mutant enabled us to test whether meiotic DNA events occur similarly at the more nearly optimal temperature of 25°C. We find that most events are the same, but some distinct differences illuminate aspects of meiotic recombination not previously observed.

## MATERIALS AND METHODS

### *Schizosaccharomyces pombe* strains and genetic methods

The strains used and sources of alleles are listed in Table 1. Construction of the *pat1-as2* strain is described in the Supplementary Figure S4. Standard molecular and genetic procedures and media for growth were used (7,33). Transformation of *S. pombe* with plasmids for deletion and integration was performed using a lithium acetate method (10).

**Table 1.** *Schizosaccharomyces pombe* strains

Strain	Genotype^a^
GP1979	*h^−^/h^−^ ade6-52/ade6-M26 lys3-37/+ +/ura1-171 pro1-1/+ pat1-114/pat1-114 end1-458/end1-458*
GP5082	*h^−^/h^−^ ade6-216/ade6-210 pat1-114/pat1-114 +/ura1-61 mbs1-24/mbs1-25 mus81::kanMX6/mus81::kanMX6 his4-239/+ +/lys4-95*
GP5086	*h^−^/h^−^ ade6-216/ade6-210 pat1-114/pat1-114 +/ura1-61 mbs1-24/mbs1-25*
GP6656	*h^−^/h^−^ ade6-3049/ade6-3049 bub1-234/+ +/vtc4-1104 pat1-114/pat1-114 lys3-37/+ +/ura1-61 mbs1-24/mbs1-25 his4-239/+ +/lys4-95*
GP6657	*h^−^/h^−^ ade6-3049/ade6-3049 bub1-234/+ +/vtc4-1104 pat1-114/pat1-114 lys3-37/+ +/ura1-61 mbs1-24/mbs1-25 mus81::kanMX6/mus81::kanMX6 his4-239/+ +/lys4-95*
GP6232	*h^−^/h^−^ ade6-3049/ade6-3049 pat1-114/pat1-114 rec12-201::6His2FLAG/rec12-201::6His2FLAG his4-239/+ +/lys4-95*
GP7347	*h^−^/h^-^ ade6-3049/ade6-3049 bub1-234/+ +/vtc4-1104 pat1::natMX4/pat1::natMX4 pat1-as2*(L95A)*::hphMX4/pat1-as2*(L95A)*::hphMX4 lys3-37/+ +/ura1-61 mbs1-24/mbs1-25 his4-239/+ +/lys4-95*
GP7348	*h^−^/h^−^ ade6-3049/ade6-3049 pat1::natMX4/pat1::natMX4 pat1-as2*(L95A)*::hphMX4/pat1-as2*(L95A)*::hphMX4 rec12-201::6His2FLAG/rec12-201::6His2FLAG his4-239/+ +/lys4-95*
GP7380	*h^−^/h^−^ ade6-3049/ade6-3049 bub1-234/+ +/vtc4-1104 pat1::natMX4/pat1::natMX4 pat1-as2*(L95A)*::hphMX4 pat1-as2*(L95A)*::hphMX4 lys3-37/+ +/ura1-61 mbs1-24/mbs1-25 his4-239/+ +/lys4-95 mus81::kanMX6/mus81::kanMX6*
GP7381	*h^−^/h^−^ ade6-M26/ade6-52 arg1-14/+ +/lys3-37 +/ura1-171 pat1::natMX4/pat1::natMX4 pat1-as2*(L95A)*::hphMX4/pat1-as2*(L95A)*::hphMX4*
GP7390	*h^+^ ade6-3049 pat1::natMX4 pat1-as2*(L95A)*::hphMX4 rad50S rec12-201::6His2FLAG*
GP7921	*h^−^/h^−^ ade6-M26/ade6-52 arg1-14/+ +/lys3-37 +/ura1-171 pat1::natMX4/pat1::natMX4 pat1-as2*(L95A)*::hphMX4/pat1-as2*(L95A)*::hphMX4 lys1::bleMX6-mat-Pc*

^a^Alleles other than commonly used autoxtrophies are described in the following references: *ade6-3049* (27), *bub1-234* (25), *end1-458* (28), *lys1::bleMX6-mat-P* (10)*, mbs1-24* (29)*, mbs1-25* (29)*, mus81::kanMX6* (30), *pat1-114* (2)*, pat1-as2*(L95A)*::hphMX4* (10)*, pat1::natMX4* (10), *rad50S* (31), *rec12-201::6His2FLAG* (32), *vtc4-1104* (25).

### Analysis of meiotic DSBs and Holliday junctions

Cultures were grown to saturation in EMM2* at 25°C, diluted to OD_600_ = 0.1 in EMM2* and grown overnight at 25°C. When the OD_600_ reached 0.3–0.4, the cells were collected by centrifugation, washed once with water, suspended in EMM2* without NH_4_Cl and incubated at 25°C for 16–18 h. To initiate meiosis, NH_4_Cl was added to 0.5%, and immediately 1-NM-PP1 [4-amino-1-*tert*-butyl-3-(1′-naphthylmethyl)pyrazolo(3,4-d)pyrimidine; Toronto Research Chemicals] was added to 20 μM for *pat1-as2* cultures or the temperature was raised to 34°C without addition of inhibitor for either *pat1-as2* or *pat1-114* cultures. Cells were harvested, DNA extracted and DSBs and HJs assayed (33).

### Analysis of genome-wide DSBs by microarray hybridization

The distribution of DSBs was assayed genome-wide by measuring the positions of Rec12-FLAG covalently self-linked to DNA, i.e. without artificial cross-linking (32). Rec12-FLAG was immunoprecipitated using monoclonal anti-FLAG M2 antibody (Sigma-Aldrich) from extracts of meiotically induced strains; the DNA was amplified, labeled and subjected to microarray hybridization on a 44K *S. pombe* Tiling Array (Agilent). Whole genome data are in Supplementary Figures S1 and S2, and raw data are at http://www.ncbi.nlm.nih.gov/geo/. To allow comparisons between strains in the same experiment, the log_10_ value of each data point (median-normalized IP:WCE ratio) was multiplied by a value ranging from 1.1 to 1.3, to make coincident the levels of six prominent DSB hotspots, shown by Southern blots to be indistinguishable, with the values of the array with the highest values at those sites. Data analyses used R (http://www.r-project.org/) and Bioconductor (http://www.bioconductor.org/).

## RESULTS

### *pat1-as2* meiosis is proficient in DSB formation and repair

To compare the frequency and distribution of DSBs at 25 and 34°C, we induced meiosis in *pat1-as2* cells at 25°C by adding 20 μM 1-NM-PP1 and in *pat1-as2* and *pat1-114* cells by raising the temperature to 34°C (without addition of inhibitor), extracted DNA and digested it with *Not*I restriction enzyme (34). [*pat1-as2* is also temperature-sensitive (10).] Two restriction fragments, called J (500 kb) and D (1.2 Mb), were assayed for DSBs by Southern blot hybridization (Figure 2a). At 25°C, DSBs were first observed at 5 h (i.e. after DNA replication was completed), and DSB repair was completed by 8 h (before the first meiotic nuclear division; MI) (10), whereas at 34°C, DSBs appeared at 3 h and were repaired by 5 h as previously reported (19,22). The most prominent DSB hotspot on *Not*I fragment J, *mbs1*, was also analyzed in finer detail and yielded similar results: there is a cluster of distinct DSB sites within *mbs1* in both conditions (Figure 2b). The frequency and distribution of most DSBs were similar in *pat1-as2* at 25°C and in *pat1-114* at 34°C.

**Figure 2.**
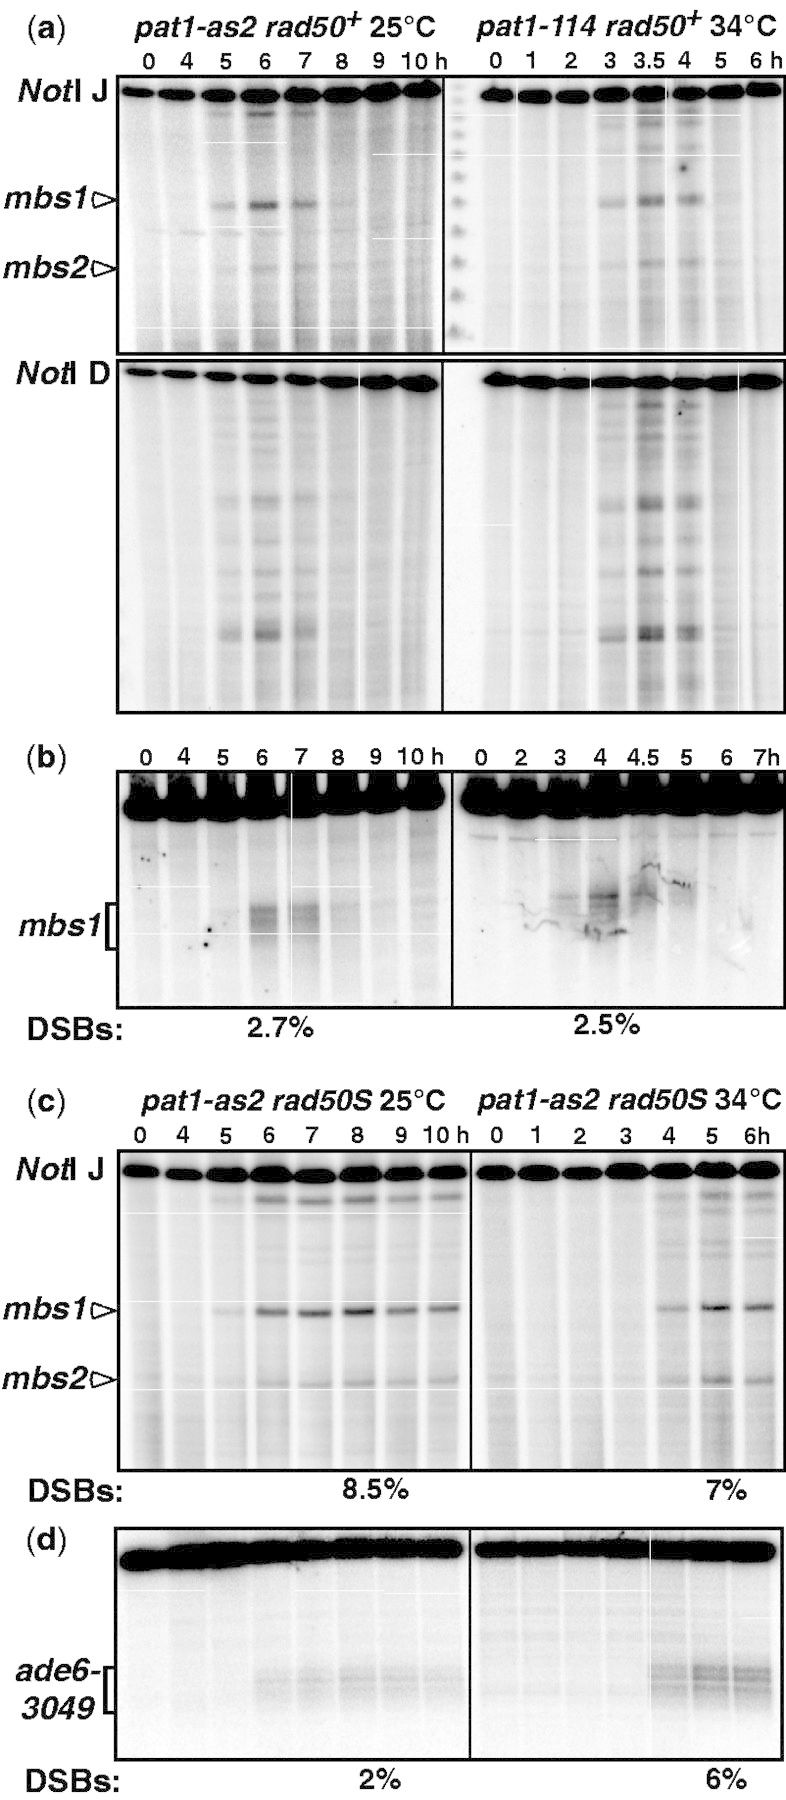
DSB formation and repair at 25°C in *pat1-as2* are comparable with those at 34°C in *pat1-114*. DNA was prepared at the indicated time after meiotic induction of strain GP7348 (*pat1-as2*), GP1979 (*pat1-114*) or GP7390 (*rad50S pat1-as2*), digested with the indicated enzyme, and subjected to gel electrophoresis and Southern blot hybridization with the indicated probe. (**a**) *Not*I-digested DNA probed on the left end of the 0.5 Mb fragment J (upper panels) and the right end of the 1.2 Mb fragment D (lower panels). The middle lane contains concatemers of phage λ DNA (48.5 kb; lowest band is the monomer). (**b**) *Mlu*I-digested DNA probed on the left end of the 24 kb fragment containing *mbs1* (major DSB site on *Not*I fragment J). (**c**) *Not*I fragment J was analyzed as above, using DNA from strain GP7390 (*rad50S pat1-as2*) induced at 25°C with addition of 20 μM 1-NM-PP1 and at 34°C without addition of analog; *pat1-as2* and *pat1-114* are both temperature-sensitive and behave similarly at 34°C (10) (Figure 3 and Supplementary Figures S1–S3). In the examples shown, DSBs appear slightly later in *pat1-as2* at 34°C (c, right) compared with *pat1-114* at 34°C (a and b, right), but this variation of DSBs’ first appearance between 3 and 3.5 h at 34°C has been seen previously (34,35). (**d**) *Afl*II-digested DNA probed at the right end of the 6 kb fragment containing the hotspot *ade6-3049*. Numbers below the panels are the percentage of total DNA in the DNA broken at *mbs1* (b and c) or at *ade6-3049* (d). *Not*I data for *pat1-114* in (a) and (b) were previously published (19).

To complement these studies, we analyzed DSBs in strains containing the frequently used *rad50S* allele, in which repair is deficient and DSBs accumulate (34). This allowed visualization of even lower-level DSBs at particular sites and would eliminate potentially asynchronous repair that might alter observed DSB levels. The *pat1-as2* allele, which is temperature-sensitive (10), was used at both temperatures but without inhibitor at 34°C. The results agree with the results in *rad50^+^* strains and indicate that DSBs occur at similar locations at both 25 and 34°C (Figure 2c), although some differences were observed, as noted later in the text. For example, DSBs assayed at the hotspot created by the *ade6-3049* single base-pair mutation showed a strong reduction at 25°C compared with 34°C (both in *rad50S* strains) (Figure 2d), although DSBs at *mbs1* were similar at the two temperatures (Figure 2c).

The *pat1-as2* DSBs assayed at 34°C appeared slightly later than *pat1-114* DSBs (Figures 2a and c), but this is within the experimental variation previously seen in *pat1-114* meioses in which DSBs are first seen at 3 or 3.5 h (34,35); DNA replication at 34°C, measured by flow cytometry, was comparable with both *pat1* alleles (10); (unpublished data). DSB formation and repair occur ∼2 h later at 25°C than at 34°C; this delay corresponds to the delay in both DNA replication and the meiotic divisions (10). Addition of the inhibitor to the *pat1-as2* strain at 34°C caused a delay in replication of ∼1 h compared with both *pat1-114* and *pat1-as2* without inhibitor (unpublished data), suggesting the slower meiosis at 25°C likely reflects the effects both of lower temperature and of the ATP-analog inhibitor. As expected, in each case, DSBs were repaired before MI begins, as measured previously (10).

### The genome-wide distributions of meiotic DSBs at 25 and 34°C differ at a few distinct sites

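Rec12 makes the meiotic DSBs of *S. pombe* and stays covalently linked to the broken DNA, so that DNA recovered with FLAG-tagged Rec12 marks the places of DSB formation. Meiosis is induced by inactivating the Pat1 kinase, in *pat1-114* by raising the temperature to 34°C and in *pat1-as2* either in the same way or at 25°C with 20 μM of an ATP analog. In *rad50S* strains the breaks accumulate. The data were 6 Agilent tiling arrays, each hybridized with the immunoprecipitated DNA (IP) in Cy5 and the whole-cell extract (WCE) in Cy3, with no exchange of dyes. There were 2 arrays from independent inductions of *pat1-as2 rad50+* at 25°C, taken at 6.5 h and called replicates 1 and 2 here. Every other condition had 1 array and therefore no replicate: *pat1-114 rad50+* at 34°C (3.5 h), *pat1-as2 rad50S* at 25°C (9 h in the paper, 8.5 h in the sample labels), *pat1-as2 rad50S* at 34°C (5 h) and *pat1-114 rad50S* at 34°C (5 h). The authors deposited scanner intensities that Feature Extraction had already background-subtracted, detrended and dye-normalized.

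The log10 of IP over WCE was taken from these intensities, centred on the median of each array, multiplied by the scaling factor the authors gave and averaged over spots of the same probe. The 42856 probes that matched exactly 1 place in ASM294v3, on 1 of its 3 chromosomes, were used at the positions of these matches. At least 98.9% of the probes were well above background in WCE on every array. Spots of uneven brightness were left out. They made up 30.3% of the probes in replicate 2 and at most 2.27% on any other array. The spread of the log10 ratios, before the scaling factors, was 0.332 to 0.444 (SD) on the *rad50+* arrays and 0.135 to 0.152 on the *rad50S* arrays. Replicate 2 lay on a slide of its own, replicate 1 shared a slide with *pat1-114 rad50+*, and the *rad50S* arrays shared another slide. The small number of arrays limits the precision. Temperature was not varied apart from the inhibitor, and of the 3 arrays at 34°C only 1 came from *pat1-as2*.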

To analyze the meiotic distribution and relative frequency of DSBs across the entire *S. pombe* genome, we immunoprecipitated the genetically active Rec12-FLAG protein covalently self-linked to DNA, which was analyzed by amplification and hybridization to a DNA microarray (ChIP–chip analysis) (32). Chromatin was harvested from *pat1-as2* and *pat1-114* in *rad50^+^* cells at 6.5 h and 3.5 h, and in *rad50S* cells at 5 h and 9 h after induction of meiosis, when Rec12-DNA complexes have maximal abundance (Figure 2a and c) (19). The amount of Rec12-DNA hybridized reflects the frequency of DSB formation; signals at each of the ∼44 000 probes on the microarray were normalized to DNA from the whole-cell extract and further normalized to the genome median value (Figure 3a–e, Supplementary Figures S1 and S2). To aid comparison of results from two or more strains, we multiplied the normalized log_10_ values by an appropriate value (ranging from 1.1 to 1.3) so that the signals at six strong DSB hotspots, as determined by Southern blot hybridizations, were nearly equal (see ‘Materials and Methods’ section). 

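The scaling factors were 1.1 for replicate 1 of *pat1-as2 rad50+* at 25°C, 1.1 for *pat1-as2 rad50S* at 25°C, 1.3 for *pat1-114 rad50S* at 34°C and 1 for the remaining arrays. In the authors' deposited table the log10 value of a probe was a straight-line function of the log10 ratio of its array, with slopes of 1.1, 1.1, 1.3 and 1 in the same order. A factor above 1 raises strong hotspots more than weak ones, because it multiplies the logarithm.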

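The integrated signal of a DSB hotspot was computed as the mean IP:WCE ratio minus 1, over the probes of the hotspot, times its length in kb. Across 288 hotspots, replicates 1 and 2 of *pat1-as2 rad50+* at 25°C correlated with a Pearson *r* of 0.959 (95% bootstrap interval 0.945 to 0.975) and a Spearman rho of 0.963. For *pat1-as2 rad50S* and *pat1-114 rad50S* at 34°C, *r* was 0.965 (0.951 to 0.975) and rho was 0.919. These correlations are across hotspots, which are not independent replicates, and *pat1-as2* and *pat1-114* at 34°C are 1 array each. The alternative that moved the first value most was the height of the highest probe in place of the integrated signal, with which *r* was 0.888. On the log2 scale of the mean ratio, *r* was 0.932 for the replicates and 0.901 for the pair of *rad50S* arrays.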

Two independent inductions of the *pat1-as2* strain at 25°C gave highly reproducible results, as did side-by-side inductions of *pat1-as2 rad50S* and *pat1-114 rad50S* strains at 34°C (Supplementary Figure S3a and b; Pearson correlation coefficients *r* = 0.98 and 0.95, respectively).

**Figure 3.**
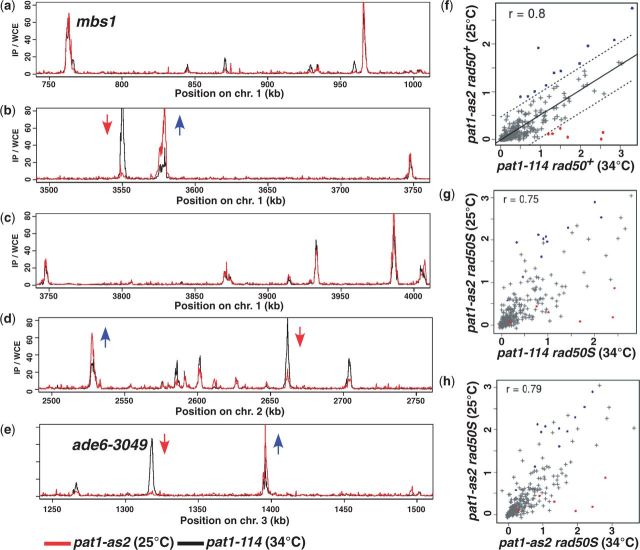
DSB profiles at 25°C in *pat1-as2* and at 34°C in *pat1-114* meioses differ significantly at only a minority of sites. DSBs were assayed as Rec12-DNA complexes by immunoprecipitation (IP), without artificial cross-linking, of Rec12-FLAG from *rad50^+^* strains GP6232 (*pat1-114* at 34°C, black line) and GP7348 (*pat1-as2* at 25°C, red line), amplification of the covalently self-linked DNA and hybridization to a DNA microarray. IP signals were divided by those from the similarly treated whole-cell extract (WCE), median normalized and plotted for the genome regions indicated; data were further normalized by multiplying the log_10_ of the *pat1-as2* signals by 1.1 so that peaks at six DSB sites, shown by Southern blot analysis to be broken to nearly the same extent at the two temperatures (unpublished data), coincided. The genomic regions shown (**a–e**) illustrate both DSB hotspot similarities (e.g. *mbs1* in a, and hotspots in c) and differences (DSB increases indicated by blue arrows, and decreases by red arrows). (**f–h**) Integrated microarray values at 288 DSB hotspots from *pat1-as* meiotic inductions at 25°C were plotted against values from the *pat1-114* (f and g) or *pat1-as2* (h) meiosis done concurrently at 34°C; data are plotted as arbitrary units of Rec12-FLAG DSB signal. Dotted lines are the limits of the 95% prediction interval; *r* is the Pearson correlation coefficient. Blue dots indicate 11 hotspots with significantly increased DSB frequency (outside the 95% prediction interval), and red dots indicate six DSB hotspots with reduced DSB frequency, at 25°C in *pat1-as2* compared with 34°C in *pat1-114* (Figure 3f). Most of the DSB hotspot differences observed in *rad50^+^* strains (f) were also observed *rad50S* strains (g and h). The DSB hotspots with higher DSB levels in *pat1-as2* at 25°C than in *pat1-114* at 34°C (blue dots) not shown in Figure 3a**–**e are on Chr1 at 1150, 1905, 1955, 2520, 3300 and 3985 kb and on Chr2 at 525 and 3010 kb. The DSB hotspots with lower levels (red dots) not shown in Figure 3a**–**e are on Chr2 at 3530 and 3640 kb and on Chr3 at 1835 kb. Data for the entire genome are in Supplementary Figures S1 and S2.

The data (Figure 3) show that, although most of the distributions and relative frequencies of DSBs are similar in the two conditions, there are some key differences. 

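The hotspot of *mbs1* was found on chromosome 1 from 759798 to 767689, with its summit at 763420 between the protein-coding genes *puf5* and *SPAC4G8.04*. Its integrated signal was 191 and 285 in the replicates of *pat1-as2 rad50+* at 25°C and 205 in *pat1-114 rad50+* at 34°C, so that the single 34°C value lay between the replicates. In the regression of the 25°C signal on the 34°C signal the hotspot lay inside the 95% prediction interval with replicate 1 and above it with replicate 2, in the latter case inside with the deposited values, with non-uniform spots kept (chosen after seeing the data) and on the log2 scale. In *rad50S* it was 17.2 at 25°C, and at 34°C 18.3 in *pat1-as2* and 13.8 in *pat1-114*. In a limma fit of temperature and *rad50* genotype to the log2 mean ratios of all 6 arrays, the log2 fold change of 25°C over 34°C was 0.13 (standard error 0.34, adjusted p = 0.821), and its sign changed with normexp background correction (-0.10) and without replicate 2 (-0.0016).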

We considered 288 total hotspots, those with >0.3% DNA breakage as calibrated by direct Southern blot hybridization analyses of 25 DSB hotspots (32). 

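The text of the paper does not list these hotspots, and breakage was not calibrated against Southern blots here. Hotspots were therefore called from both temperatures, as runs of at least 3 probes with a mean IP:WCE ratio of at least 2. The mean gave 25°C and 34°C equal weight, and gaps of up to 1 kb were joined. The mean did not balance the *rad50* genotypes: more of the arrays at 25°C than at 34°C were *rad50+*, which had the wider spread of ratios. The calling gave 378 regions, of which the 288 with the highest integrated signal were used. They were between 831 and 14173 bp long, with a median of 3014.5 bp. Their mean integrated signal over both temperatures ranged from 1.80 to 166. The summit lay between protein-coding genes at 217 hotspots, in an untranslated region or intron at 44 and in a coding exon at 27.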

For the vast majority of these 288 hotspots, the amount of breakage was nearly equal in *pat1-as2* at 25°C and *pat1-114* at 34°C in two independent comparisons (*r = *0.80 and 0.81; Figure 3f and Supplementary Figure S3c). 

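Across the 288 hotspots, the integrated signal in *pat1-114 rad50+* at 34°C correlated with that in *pat1-as2 rad50+* at 25°C with a Pearson *r* of 0.778 for replicate 1 (95% bootstrap interval 0.683 to 0.858; Spearman rho 0.709) and 0.779 for replicate 2 (0.685 to 0.856; rho 0.701). Both comparisons use the same 34°C array. When unchanged hotspots were simulated with the spread between the replicates, the correlation of replicate 1 with the 34°C array was 0.942 on average, and 95% of the simulated values lay between 0.914 and 0.963. The strongest hotspots carry much of the observed value: without the 20 strongest, *r* was 0.570 for replicate 1 and 0.579 for replicate 2. On the log2 scale of the mean ratio, which gives weak hotspots more weight, *r* was 0.402 and 0.357. In the regression of the 25°C signal on the 34°C signal, 17 hotspots (5.90%) lay outside the 95% prediction interval with replicate 1 and 19 (6.60%) with replicate 2. An interval of this kind leaves out 14.4 of 288 values by its construction.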

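Above the 95% prediction interval lay 11 hotspots with replicate 1 of *pat1-as2 rad50+*, 12 with replicate 2 and 8 with both. Since both replicates were compared with 1 array at 34°C, unchanged hotspots can lie above the interval with both by chance. In 1000 simulations of unchanged hotspots this number was 4.11 on average, with 95% of the simulations between 2 and 7. The simulations gave the array at 34°C the spread between the replicates, because its own noise could not be measured. Of the 11 positions that the paper gives for increased hotspots in Figure 3 and its legend, 10 lay above the interval with replicate 1, 8 with replicate 2 and 7 with both. With the deposited values, and with non-uniform spots kept (chosen after seeing the data), these numbers were 10, 10 and 9, and over the other alternatives on the linear scale 5 to 9 lay above it with both. The remaining hotspot above the interval with replicate 1 was that near 1875 kb of chromosome 2.

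The largest change among the 11 was on chromosome 1 from 3572644 to 3581633, between *SPAC17A2.11* and *rrp1*, where the integrated signal was 261 and 276 at 25°C and 89.6 at 34°C. The log2 fold change of 25°C over 34°C over all 6 arrays was 1.20 (standard error 0.34, adjusted p = 0.00935 from limma). Next was the hotspot from 1903465 to 1908134 of the same chromosome, between *SPAC110.06* and *ppk1*, with 115 and 128 at 25°C and 47.4 at 34°C and a log2 fold change of 0.99 (standard error 0.34, adjusted p = 0.0265 from limma). Both lost significance when either replicate was left out or no scaling factors were used, and the second also with a region threshold of 1.5, every called region or the height of the highest probe. The other 9 had log2 fold changes of 0.20 to 0.74, all upward, with adjusted p of 0.114 to 0.703 from limma. Once every array was given the same median and SD, an alternative chosen after seeing the data that also moves the median of all hotspots upward, from -0.24 to 0.09, 9 of the 11 had an adjusted p under 0.05. The smallest rise in replicate 1 was on chromosome 2 from 3007168 to 3014744, between *ubc1* and *gsf1*, where the integrated signal was 286 at 25°C and 268 at 34°C, a difference smaller than that between the replicates (363 in replicate 2). The regression on the linear scale had a slope of 0.705 with replicate 1. A strong hotspot could therefore lie above the interval with only a small rise, but needed a larger fold change to lie below it. With log2 values, 1 of the 11 positions lay above the interval with replicate 1 and 0 with both.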

Eleven hotspots, however, reproducibly had significantly more DSBs (i.e. outside the 95% prediction interval) in *rad50^+^* strains at 25°C than at 34°C (blue data points in Figure 3f–h and Supplementary Figure S3, some of which are marked with blue arrows in Figure 3b, d and e). Most of these eleven hotspots were also significantly increased in *rad50S* strains (Figure 3g); thus, these sites have increased DSB formation, not slower repair, at 25°C. At this temperature, there was also one new DSB hotspot near 1875 kb from the left end of chromosome 2 (Supplementary Figures S1 and S2).

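In *rad50S*, *pat1-as2* at 25°C was compared with each of the arrays at 34°C. Of the 11 positions, 8 lay above the 95% prediction interval against *pat1-114*, 7 against *pat1-as2*, 6 against both and 9 against at least 1. Over all hotspots, the 11 above the interval in *rad50+* (replicate 1) and the 14 above it in *rad50S* (against *pat1-as2*) share no array, and 7 hotspots were in both sets. Fisher's exact test (two-sided, p = 3.42e-08) expects 0.535, but it takes hotspots of every strength as equally likely to lie outside, which overstates the overlap. With the *rad50S* calls permuted only among 12 or 24 hotspots of neighbouring signal, a test chosen after seeing the data, 3.93 or 3.59 were expected (one-sided permutation p = 0.0191 or 0.0098). Against *pat1-114*, 8 were in both sets where 3.92 or 3.57 were expected (one-sided permutation p = 0.0026 or 0.0009). With log2 values only 1 hotspot was in both sets (two-sided Fisher's exact test, p = 0.0616).

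The hotspot near 1875 kb of chromosome 2 extended from 1871538 to 1875328 of ASM294v3, with its summit at 1873620 between *pof9* and *SPBC3H7.05C*. Its mean IP:WCE ratio over 15 probes was 25.2 and 26.5 in the replicates of *pat1-as2 rad50+* at 25°C and 0.853 in *pat1-114 rad50+* at 34°C. In *rad50S* it was 3.93 in *pat1-as2* at 25°C, 1.01 in *pat1-as2* at 34°C and 1.08 in *pat1-114* at 34°C. The log2 fold change of 25°C over 34°C was 3.42 (standard error 0.43, adjusted p = 1.87e-06 from limma). It was 3.22 without replicate 1 and 3.19 without replicate 2, with adjusted p of 0.0568 and 0.111 from limma. Averaged over the arrays of each temperature, the log2 IP signal of the region was 2.89 higher at 25°C, and the log2 WCE signal differed by -0.79.

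**Figure D1:**
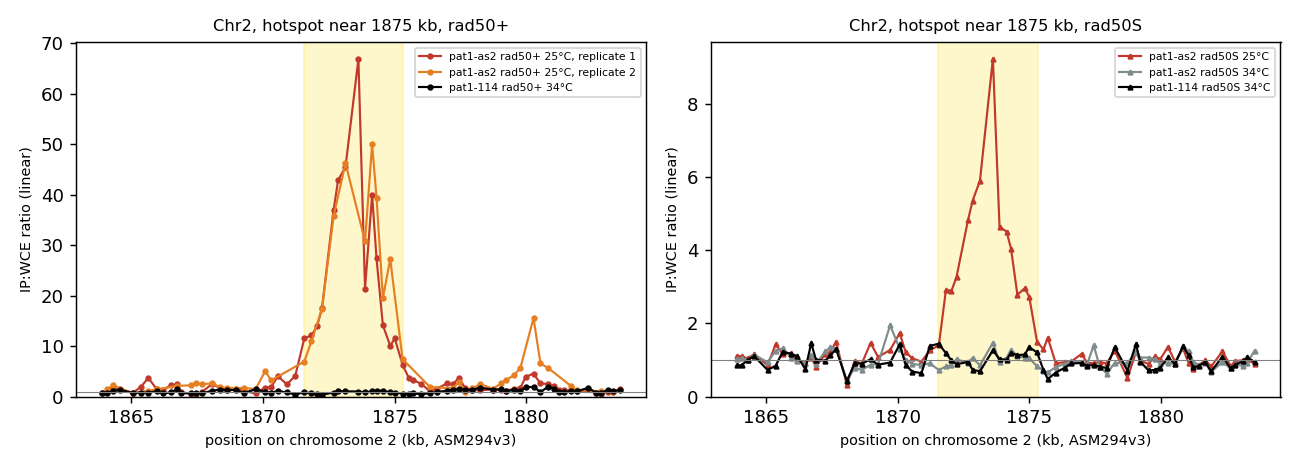
IP:WCE ratio of each probe (linear scale) against its position on chromosome 2 in kb, around the hotspot near 1875 kb, for *rad50+* (left) and *rad50S* (right), with 1 line per array, the called region shaded and a grey line at a ratio of 1. The axes of the panels differ in height. The 25°C arrays rise over the shaded region, and the 34°C arrays stay near 1.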

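Below the 95% prediction interval lay 6 hotspots with replicate 1 of *pat1-as2 rad50+* at 25°C, 7 with replicate 2 and 6 with both, against an average of 2.28 with both in the simulations of unchanged hotspots (95% between 1 and 5). The 6 below it with both replicates are the 6 positions that Figure 3 and its legend give. With within-array loess or a region threshold of 3, 5 of these positions lay below it with both, and that in *SPBC1105.13C* was inside. Under the other alternatives on the linear scale all 6 lay below it with both. The largest reduction was on chromosome 3 from 1836261 to 1840988, between *hel2* and *nmt1*, with an integrated signal of 2.49 and 14.0 in the replicates at 25°C and 243 in *pat1-114 rad50+* at 34°C. Its log2 fold change over all 6 arrays was -3.25 (standard error 0.42, adjusted p = 1.87e-06 from limma). On chromosome 1 from 3547343 to 3552363, with its summit in an untranslated region or intron of *bsu1*, the signal was 16.1 and 13.5 at 25°C and 239 at 34°C. The remaining hotspots, other than that in *ade6*, were on chromosome 2: from 2658917 to 2663860 beside *hsp16* (31.9 and 36.5 at 25°C, 162 at 34°C), from 3528947 to 3533066 with its summit in a coding exon of *SPBC1105.13C* (14.0 and 16.3 at 25°C, 124 at 34°C), and from 3640979 to 3643946 between *nce103* and *rpp201* (15.2 and 17.5 at 25°C, 129 at 34°C). At each of these the fall from 34°C was larger than the difference between the replicates. Their log2 fold changes were -2.75, -1.32, -1.93 and -1.62 in the order given, and each had an adjusted p of 0.00749 or less from limma. On the log2 scale, where hotspots of every strength count alike, 2 of the 6 positions lay below the interval with replicate 1 and 0 with both replicates. Without either replicate, the log2 fold changes from limma kept their sign and none of these hotspots had an adjusted p under 0.05.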

More interestingly, six intense DSB hotspots at 34°C were reproducibly strongly *reduced* at 25°C (red data points in Figure 3f–h and Supplementary Figure S3), some of which are marked with red arrows in Figure 3b, d and e). 

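The hotspot in *ade6* was found on chromosome 3 from 1315491 to 1320225, with its summit at 1317871 in the coding exon of *ade6*. Its mean IP:WCE ratio over 16 probes was 2.17 and 3.87 in the replicates of *pat1-as2 rad50+* at 25°C and 34.1 in *pat1-114 rad50+* at 34°C. In *rad50S* the ratio was 2.65 in *pat1-as2* at 25°C, 6.49 in *pat1-as2* at 34°C and 5.64 in *pat1-114* at 34°C. The log2 fold change of 25°C over 34°C was -2.37 (standard error 0.41, adjusted p = 1.23e-04 from limma). It was -2.03 without replicate 1 (adjusted p = 0.0568 from limma) and -2.38 without replicate 2 (adjusted p = 0.111 from limma). The temperature difference was larger in *rad50+* than in *rad50S* (interaction term 2.37 on the log2 scale, standard error 0.55, adjusted p = 8.08e-04 from limma), but the *rad50S* arrays have a narrower range of ratios. The reference genome, which does not carry the mutation of the strains used, has the sequence TGACGTCA in *ade6* at 1317467 to 1317474, in the context AGATGCTTCTTGACGTCAAAGATCCTGT; where the mutation lies relative to it was not determined here.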

One such hotspot is that created by *ade6-3049*, a single bp mutation that creates a binding site for the transcription factor Atf1-Pcr1 (27); DSBs at this hotspot were also reduced as measured by direct Southern blot hybridization (Figure 2d). DSBs at most of these six hotspots were strongly reduced in comparisons between *rad50^+^* strains (Figure 3a–f and Supplementary Figure S1) and between *rad50S* strains (Figure 3g and h and Supplementary Figure S2), in which accumulated DSBs give a more reliable estimate of total DSB frequency (34). 

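Of the 6 reduced positions, 3 lay below the 95% prediction interval when *pat1-as2 rad50S* at 25°C was compared with *pat1-114 rad50S* at 34°C, and 4 when it was compared with *pat1-as2 rad50S* at 34°C. The 4 were the hotspots between *hel2* and *nmt1*, in *bsu1*, in *ade6* and in *SPBC1105.13C*, and the last of these was inside the interval against *pat1-114*. Those beside *hsp16* and between *nce103* and *rpp201* were inside both intervals, with differences of -0.62 and -0.56 on the log2 scale against *pat1-as2*. All 6 were lower at 25°C in every comparison, with log2 differences of -5.10 to -2.01 in *rad50+* and of -2.10 to -0.34 in *rad50S*. Over all hotspots, 4 were below the interval in both *rad50+* (replicate 1) and *rad50S* (against *pat1-as2*), where Fisher's exact test (two-sided, p = 2.66e-07) expects 0.104 and permutation among 12 or 24 hotspots of neighbouring signal, chosen after seeing the data, 0.581 or 0.503 (one-sided p = 0.0002 or 0.0003). Against *pat1-114* there were 3, where the permutations gave 0.418 or 0.377 (one-sided permutation p = 0.0014 or 0.0018).

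**Figure D2:**
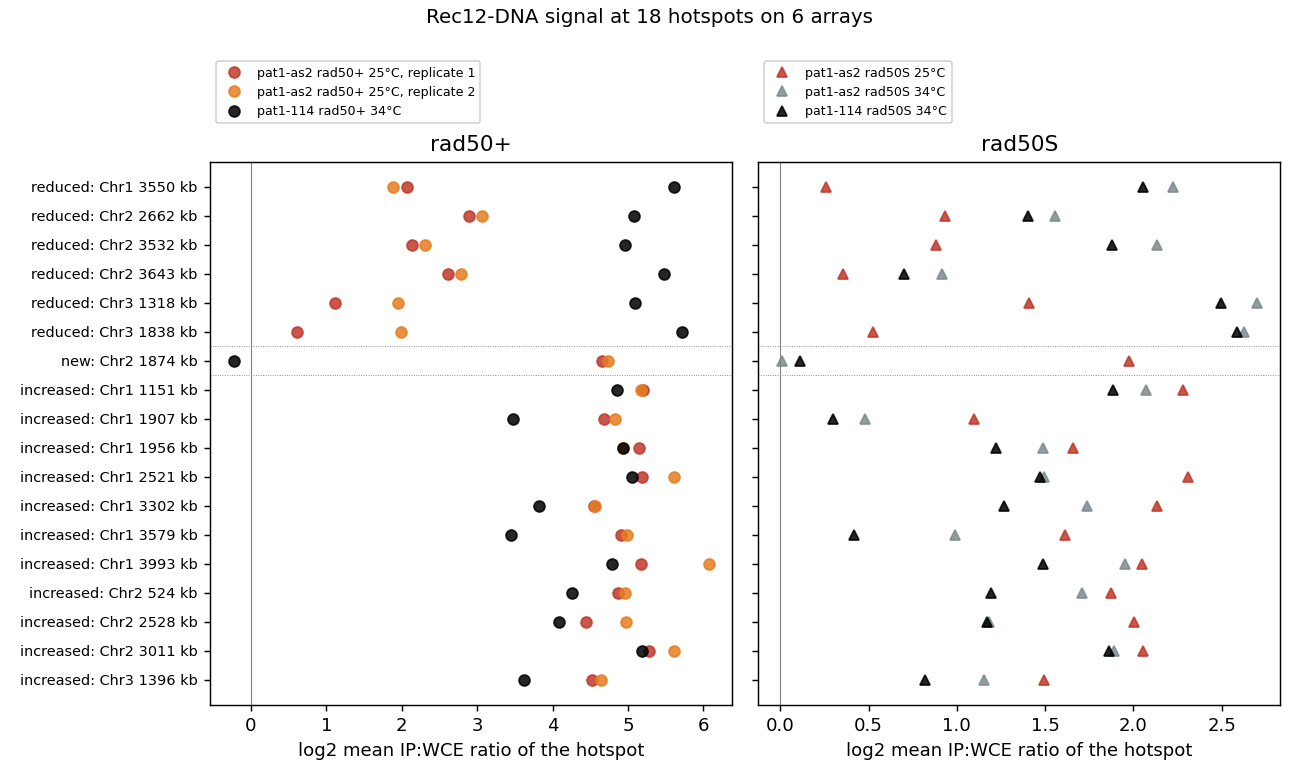
Log2 of the mean IP:WCE ratio (horizontal axis) at the 6 reduced, 11 increased and 1 new hotspot (vertical axis, chromosome and summit in kb), with 1 point per array, for *rad50+* (left) and *rad50S* (right). The panels have different horizontal ranges. At the reduced hotspots the 25°C points lie to the left of every 34°C point of the same *rad50* genotype, and at the new hotspot to the right of every 34°C point.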

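Between replicate 1 of *pat1-as2 rad50+* and *pat1-as2 rad50S*, both at 25°C, the Pearson *r* of the integrated signal across the 288 hotspots was 0.893 (95% bootstrap interval 0.855 to 0.927; Spearman rho 0.848), and on the log2 scale it was 0.758. In the regression of the *rad50+* signal on the *rad50S* signal, 15 hotspots lay outside the 95% prediction interval, 10 above it and 5 below it. Of the 6 reduced hotspots, 5 lay inside this interval, and that in *ade6* lay below it. Its mean IP:WCE ratio was 2.17 in replicate 1, 3.87 in replicate 2 and 2.65 in *rad50S*. The regression had a slope of 8.91, so a ratio somewhat above that of *rad50S* does not place replicate 2 inside the interval. Replicate 2 was not regressed on *rad50S* here. With the axes exchanged, an alternative chosen after seeing the data, the hotspot in *ade6* was again the only one of the 6 outside. In the regression as first given, the *ade6* hotspot was inside the interval only when the height of the highest probe was used.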

Considering the 288 hotspots, the DSB values from *pat1-as2 rad50^+^* and *pat1-as2 rad50S* at 25°C were highly correlated (*r* = 0.88; Supplementary Figure S3d), and the six hotspots were within the range of variation, demonstrating that these reductions are not due to timing differences in DSB repair. Furthermore, comparison of the DSBs in *pat1-as2* and *pat1-114* strains at 34°C also showed high correlation of total hotspots with the six hotspots within the range of variation (*r* = 0.95; Supplementary Figure S3b). Thus, DSB formation, not their repair, differs at 25 and 34°C, and these differences are independent of the *pat1* allele used. 

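In the regression of the *pat1-as2 rad50S* signal on the *pat1-114 rad50S* signal, both at 34°C, 18 hotspots lay outside the 95% prediction interval, 12 above and 6 below, and none of the 6 reduced hotspots was among them. Of the 11 increased positions, 7 lay inside it and 4 above it, with more signal in *pat1-as2* than in *pat1-114* at the same temperature. Among the 4 was the hotspot from 3572644 to 3581633 of chromosome 1, with 8.86 in *pat1-as2* and 3.04 in *pat1-114*. Within *pat1-as2 rad50S* the 4 were higher at 25°C by 0.10 to 0.63 on the log2 scale. In *rad50+*, where the allele differs between the temperatures, their rise cannot be separated from an effect of the allele. The choice of axis matters: with *pat1-114* regressed on *pat1-as2*, run after the data were seen, 22 hotspots lay outside, 11 above and 11 below. Among them was the reduced hotspot between *hel2* and *nmt1* (above). Of the 11 increased positions, 6 lay inside, 4 below and 1 above. Without scaling factors, with the height of the highest probe and with log2 values, that reduced hotspot was inside this interval as well. On the log2 scale of the mean ratio, pairs of arrays from the same temperature correlated with *r* of 0.758 to 0.932 at 25°C and 0.666 to 0.901 at 34°C, and pairs from different temperatures with *r* of 0.238 to 0.578.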

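The temperature differences in *rad50+* and in *rad50S* can be compared without a shared array. Across the 288 hotspots, the log2 difference between replicate 1 of *pat1-as2 rad50+* at 25°C and *pat1-114 rad50+* at 34°C correlated with that between *pat1-as2 rad50S* at 25°C and at 34°C with a Pearson *r* of 0.742 (95% bootstrap interval 0.667 to 0.800; Spearman rho 0.693; permutation p = 0.0001, the smallest that 10000 permutations of hotspots can give). The differences had the same sign at 221 hotspots. With *pat1-114 rad50S* in place of *pat1-as2 rad50S* at 34°C, *r* was 0.752 and the sign was the same at 198 hotspots. These correlations are across hotspots and not across replicates, and each difference rests on 1 array per condition. In the comparison within *pat1-as2 rad50S* the *pat1* allele is the same at both temperatures, while the inhibitor was present only at 25°C. From the recurrence of the differences in *rad50S*, where DSBs accumulate, from the high correlation of *rad50+* and *rad50S* at 25°C with the 6 hotspots within the range of variation, and from the comparison of *pat1-as2* and *pat1-114* at 34°C, the paper concludes that DSB formation and not repair differs between the temperatures, whichever *pat1* allele is used.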

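All 6 arrays were fitted together with limma, with terms for temperature and *rad50* genotype, on the log2 mean ratio of the 288 hotspots. With Benjamini-Hochberg adjustment, 61 hotspots were lower and 16 higher at 25°C at an adjusted p under 0.05. Of these 77, 39 were also calls of the interaction of temperature with *rad50*, so their fold change averages unlike differences in *rad50+* and *rad50S*. The standard errors draw mostly on the variation of all hotspots together. With the deposited values the standard error was 0.374 at each of the 11 increased hotspots. A small adjusted p is therefore no measure of replication at a single hotspot. Of the 61, 55 lay inside the 95% prediction interval with replicate 1, and 56 were lower in each of the 4 comparisons of a 25°C array with a 34°C array of the same *rad50* genotype. These comparisons use the arrays of the fit and share some of them, so that agreement is partly built in. Among all 288 hotspots, 161 had the same direction in all 4. The 61 lower calls are described further here. Their log2 fold changes ranged from -3.25 to -0.97, with a median of -1.40. Without the *rad50* term, limma made 0 calls, with 6 hotspots at an unadjusted p under 0.05. With 1 array left out, which also leaves fewer degrees of freedom, limma made 0 calls without replicate 1 or without replicate 2 (86 and 73 hotspots at an unadjusted p under 0.05), 5 without *pat1-114 rad50+* at 34°C, 134 without *pat1-as2 rad50S* at 25°C, 63 without *pat1-as2 rad50S* at 34°C and 48 without *pat1-114 rad50S*. With the same median and SD for every array, an alternative chosen after seeing the data, it made 70 calls without replicate 1, 84 without replicate 2 and 82 without the *rad50* term. The median log2 fold change of all hotspots was -0.24, and once each array was centred on its median hotspot, an alternative chosen after seeing the data, 34 were lower and 35 higher. Outside the positions the paper gives, the largest reductions were on chromosome 1 from 5413559 to 5415224, between *spd1* and *snz1* (log2 fold change -2.50, standard error 0.47, adjusted p = 3.39e-04), and on chromosome 2 from 2337585 to 2341421, between *SPBC24C6.09C* and *coa6* (-2.26, standard error 0.36, adjusted p = 5.13e-05).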

DSBs at other sites in *pat1-as2* meiosis were also modestly reduced. These small reductions are within the 95% prediction interval and hence cannot be differentiated from random variation, although they may be meaningful. We discuss later the implications of these observations.

### Holliday junction formation and resolution are similar at 25 and 34°C

To investigate further the proficiency of meiosis induced in *pat1-as2* cells, we assayed the formation and resolution of HJs (Figure 1) at the *mbs1* DSB hotspot. As previously observed at 34°C in *pat1-114* cells (22,25), HJs arose after DSB formation and were resolved at about the time that MI began in the *pat1-as2* meiosis [Figure 4a; (10)]. In both cases, HJ resolution depended on the Mus81-Eme1 HJ resolvase; in a *mus81* null background, HJs accumulate, allowing a more accurate measure of the total frequency of HJs. There was no significant difference in the frequency of accumulated HJs (i.e. in *mus81Δ* strains) at the *mbs1* hotspot in *pat1-as2* cells at 25°C and that in *pat1-114* cells at 34°C (2.1 versus 2.3%, Figure 4a and c). At the *ade6-3049* DSB hotspot in *mus81Δ* mutants, there were 4-fold fewer HJs (0.4%) at 25°C in *pat1-as2* meiosis than at 34°C in *pat1-114* meiosis (1.7%, Figure 4b and d). This finding is consistent with the reduction of DSBs observed at the *ade6-3049* hotspot at 25°C compared with 34°C (Figures 2d and 3e).

**Figure 4.**
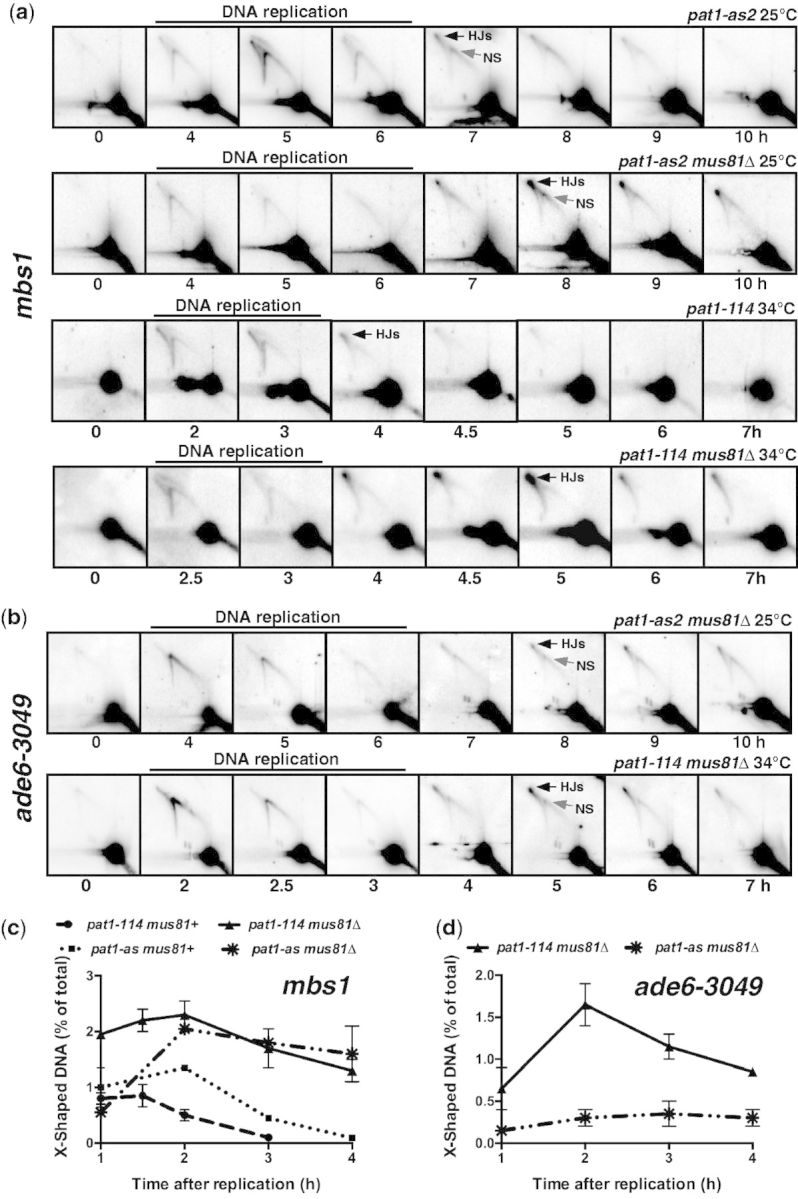
Holliday junction (HJ) formation and resolution at the *mbs1* hotspot at 25°C in *pat1-as2* are comparable with those at 34°C in *pat1-114*, but HJs at the *ade6-3049* hotspot are less abundant. DNA was extracted at the indicated time after induction of meiosis, digested with the indicated restriction enzyme and analyzed by gel electrophoresis and Southern blot hybridization using the indicated probe. The time of DNA replication, as assayed both by DNA content (unpublished flow cytometry data) and by the appearance and disappearance of Y-shaped DNA, is marked on each panel (22). (**a**) HJs assayed on the 10.5 kb *Bsr*GI DNA fragment using a probe at the center of the *mbs1* hotspot. Strains were GP7347, GP7380, GP5086 and GP5082 (top to bottom rows). In *mus81^+^* strains (first and third rows), HJs (black arrow, 7 h top row and 8 h second row) appear at a higher frequency in *pat1-as2* at 25°C than in *pat1-114* at 34°C, likely because of slower kinetics of meiosis at 25°C; accumulated abundance (in *mus81Δ* strains; second and fourth rows) is about the same (see **c**). A novel species (NS; gray arrow, 7 h top row and 8 h second row), perhaps SEI intermediates, in *pat1-as2* was previously obvious in *pat1-114* at 34°C only after psoralen crosslinking (22). (**b**) HJs assayed at the *ade6-3049* hotspot in strains GP7380 (*pat1-as2*; 25°C) and GP6657 (*pat1-114*; 34°C) after digestion with *BsrG*I and using a probe at the center of the *ade6-3049* hotspot (25); the *BsrG*I fragment is 11.8 kb long. Note there are fewer HJs at 25°C (upper row) than at 34°C (lower row). (c) Frequency of HJs observed at *mbs1* in (a) after the completion of DNA replication (3 h in *pat1-as2* and 6 h in *pat1-114*). Error bars indicate the mean ± SEM or range (n = 5 for *pat1-114,* and n = 2 for *pat1-as2*). (**d**) Frequency of HJs observed at *ade6-3049* in (b) after the completion of DNA replication (as in c). Error bars indicate the mean ± range (n = 2 for *pat1-114* and *pat1-as2*). Data for *pat1-114* at *mbs1* were previously published (22).

Chromosome segregation has higher fidelity at 25°C than at 34°C (10). At 34°C IS, HJs outnumber interhomolog (IH) HJs (Figure 1), which could result in low crossover frequency and chromosome missegregation. If so, the IS:IH ratio would be expected to be lower at 25°C. Heterozygous restriction site polymorphisms flanking the *mbs1* hotspot allowed us to measure the relative frequency of IS and IH HJs among the total HJs seen (Figure 5a) (22). The observed ratio of IS to IH HJs at *mbs1* at 25°C in *pat1-as2* was 3:1, consistent with earlier observations of 4:1 at 34°C in *pat1-114* (Figure 5b) (22,25). Similar results were observed at *ade6-3049*: although total HJs were less frequent at 25°C than at 34°C (Figure 4d), the IS:IH ratio was 3:1, as observed before at 34°C (25) (unpublished data).

**Figure 5.**
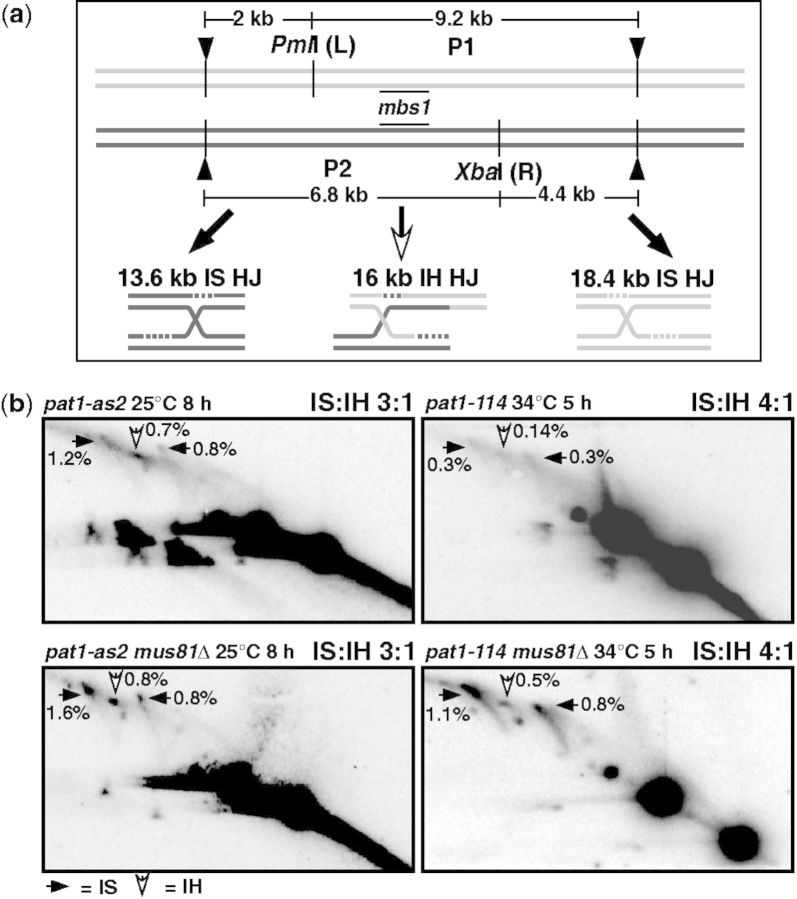
The ratio of IS and IH HJs at the *mbs1* hotspot at 25°C in *pat1-as2* is comparable with that at 34°C in *pat1-114.* (**a**) IS and IH HJs at *mbs1* were assayed by 2D gel electrophoresis of DNA that contained heterozygous restriction site mutations flanking *mbs1* (designated L and R) and digested with *Pvu*II (black arrowheads), *Pml*I and *Xba*I (22) and hybridization using a probe for the central region of *mbs1.* (**b**) Strains used were as in Figure 4a. In both *pat1-as2* and *pat1-114* strains, there are markedly more IS HJs (IS, black arrows) than IH HJs (IH, white arrows), although the IS:IH ratio is slightly lower in *pat1-as2* than in *pat1-114*. Data for *pat1-114* at *mbs1* are from (22).

One advantage of *pat1-as2* meiosis is that it proceeds slower and DNA intermediates of recombination persist longer, allowing a more sensitive measure of the low-level HJs formed in a *mus81^+^* strain. For example, 1.4% of the total DNA was observed as HJs at *mbs1* in *pat1-as2* at 25°C but 0.9% in *pat1-114* at 34°C (Figure 4a and c). This is especially important when assaying IS and IH HJs; both were more frequent in *pat1-as2* at 25°C meiosis than in *pat1-114* at 34°C, although the ratio was similar, as noted earlier in the text (Figure 5b, top panels). The *pat1-as2* meiosis at 25°C also facilitated detection of a novel species running at a position on the 2D gel indicative of Y-shaped DNA, which may be SEI intermediates (Figure 1) (20). This species was not readily seen in *pat1-114* meiosis at 34°C but could be seen in *pat1-as2* meiosis at 25°C in both *mus81^+^* and *mus81Δ* strains (Figure 4a, arrows in 7 h and 8 h panels). A faint signal corresponding to this species in *pat1-114* meiosis at 34°C was more abundant after crosslinking of the DNA with psoralen than without crosslinking (22,25). Shorter duration or lower stability of this species at 34°C may account for its prominence at 25°C without crosslinking. As expected if these DNA species are precursors to HJs, the corresponding species disappeared sooner than HJs: the HJ:species ratio increased from 1.3 to 1.7 to 2.6:1 at 7, 8 and 9 h in *pat1-as2 mus81^+^*. In the *pat1-as2 mus81Δ* strain, the ratio increased from 1.8 to 3.4:1 at 7 and 10 h (Figure 4a). These results provide evidence for a DNA recombination intermediate not previously seen in any organism other than *S. cerevisiae.*

### Genetic recombinant frequencies are mildly increased in *pat1-as2* on addition of an ectopic *mat-Pc* cassette

In a previous study, we showed that spores from meiosis at 25°C had a higher viability and higher frequency of proper chromosome segregation compared with spores from meiosis at 34°C (10). Additionally, ectopic insertion of the *mat-Pc* cassette in a homozygous *h^−^* diploid restored spore viability and chromosome segregation to wild-type (*pat1^+^*) levels. We also observed that *pat1-as2* diploid strains, either at 25 or 34°C, had slightly reduced meiotic recombination (10) (unpublished data). In an attempt to restore full levels of meiotic recombination, the *mat-Pc* cassette was inserted into an *h^−^/h^−^ pat1-as2/pat1-as2* diploid. Addition of the *mat-Pc* cassette increased recombination by a factor of ∼3 at *ade6-M26 x 52* (intragenic recombination; i.e. gene conversion) and by ∼50% between *ade6* and *arg1* (intergenic recombination; i.e. crossing over) (Table 2). Neither increase, however, was statistically significant: for *ade6* intragenic recombination *P* = 0.063 by unpaired *t*-test, and for *ade6 – arg1* intergenic recombination *P* = 0.17 by contingency chi-square test. The higher variance in these data than in those previously published may reflect the occasional meiotic and mitotic instability of the *mat-Pc* cassette, which is flanked by direct repeats (38).

**Table 2.** The *mat-Pc* cassette moderately increases recombinant frequency in *pat1-as2* meiosis at 25°C

*mat1-Pc*^a^	Recombinant frequency	
	*ade6M26* × *ade6-52* (Ade^+^/10^6^ viable spores; mean ± SEM)^b^	*ade6 – arg1* (cM)^c^
−	1200 ± 110 (n = 3)	16
+	3650 ± 1100 (n = 6)	24

^a^The *mat1-Pc* cassette was present (+; strain GP7921) or not (–; strain GP7381).

^b^Recombinant frequencies were based on 51 or more colonies counted. In heterothallic *pat1^+^* crosses, the Ade^+^ recombinant frequency ranges from 2500 to 6400 per 10^6^ viable spores (10,17,25,36).

^c^Recombinant frequencies, based on 58 or more recombinants, were converted to cM using Haldane’s equation. In heterothallic *pat1^+^* crosses, the *ade6 – arg1* genetic distance ranges from 68 cM (37) to 73 cM (36).

### Crossover DNA at the *mbs1* hotspot, but not at *ade6-3049*, is formed equally at 25 and 34°C

Using a physical assay, we determined the frequency of recombination between two heterozygous restriction sites closely flanking the *mbs1* hotspot or the *ade6-3049* hotspot. This allowed us to measure the total amount of crossover DNA, rather than just the frequency of recombinants among viable spores (Figure 6a) (22,25). Crossover DNA was measured as twice the frequency of the shorter recombinant restriction fragment R1 (Figure 6a and b) because the larger, though not the smaller, recombinant-length restriction fragment can also arise by incomplete digestion of the DNA. At *mbs1*, the frequency of crossover DNA was 3% at 25°C and 2% at 34°C (Figure 6b), in accord with the similar frequencies of DSBs and HJs at *mbs1* at the two temperatures (Figures 2b and 4c). As expected from the lower frequency of DSBs and HJs at *ade6-3049* at 25°C than at 34°C (Figures 2d and 4d), crossover DNA was also much lower at 25°C than at 34°C, 2 versus 13% in this side-by-side comparison (5.5% in a previous assay of *pat1-114* at 34°C (25). Thus, these data provide a consistent picture of DNA recombination intermediates under the two conditions used here.

**Figure 6.**
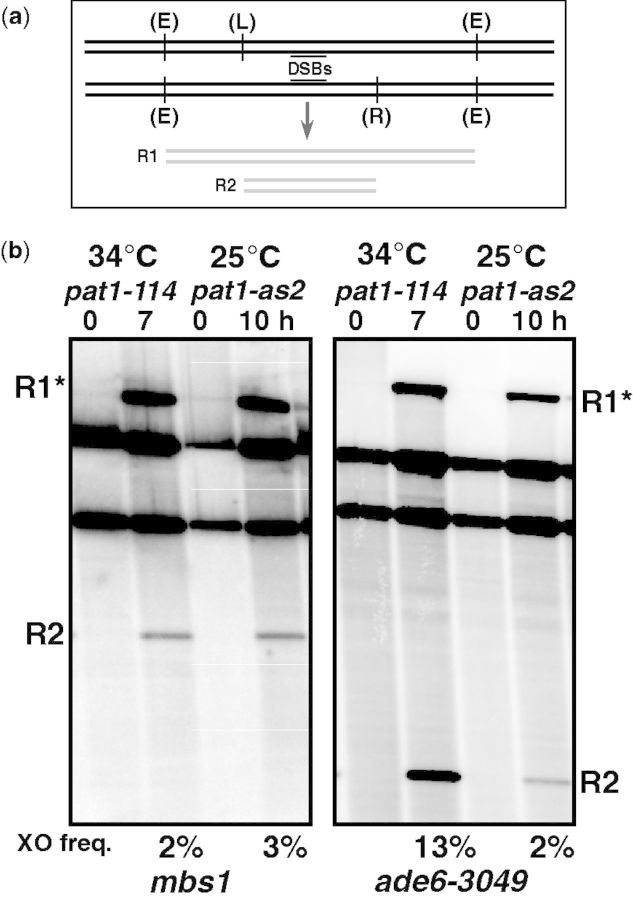
Crossover DNA is equally abundant at the *mbs1* hotspot, but less abundant at the *ade6-3049* hotspot, at 25°C in *pat1-as2* compared with 34°C in *pat1-114.* (**a**) Diagram of the DNA constructs used to measure crossover DNA at *mbs1* and *ade6-3049* using DNA restriction site polymorphisms flanking the hotspots (see Figure 5 for *mbs1* construct). The restriction enzymes used at *mbs1* are *Pvu*II (E), *Pml*I (L) and *Xba*I (R). The restriction enzymes used at *ade6-3049* are *Sca*I (E and L) and *Pml*I (R). (**b**) DNA from strains GP6656 (*pat1-114*) and GP7347 (*pat1-as2*) was extracted at the indicated time after induction of meiosis and analyzed by gel electrophoresis and Southern blot hybridization. Analysis of DNA used probes at the centers of the indicated hotpot (that in Figure 4a for *mbs1* and that in Figure 4b for *ade6-3049*). Crossover frequency, the mean of two experiments, is 2 R2/total DNA, as partial digestion can contribute to R1. R2 is 4.8 kb at *mbs1* and 3.8 kb at *ade6-3049* (22,25).

## DISCUSSION

The *pat1-as2* mutant studied here provides for the first time a convenient way to prepare large cultures of meiotic *S. pombe* cells synchronously induced at 25°C, a temperature at which many studies of meiosis have been done. Synchronous cultures are essential for biochemical analyses of transient intermediates, and it is important to have similar conditions for both genetic and biochemical assays. The *pat1-as2* mutant affords experimental flexibility and allows comparisons to be made at lower temperature than the *pat1-114* temperature-sensitive mutant previously available. Using this allele, we have found that many features of DNA intermediates of recombination are the same as those in the *pat1-114* mutant at 34°C, the condition previously used to study DNA recombination intermediates. These results confirm many of the conclusions previously drawn, e.g. (22,25,32). Some features of two intermediates—DSBs and joint DNA molecules at certain hotspots—are, however, different at the two temperatures. This difference has helped illuminate the basis of the distribution of DSBs across the genome, a major problem in the field of meiosis, and has pointed to a new intermediate in *S. pombe* meiotic recombination, as discussed later in the text.

At six hotspots, we found that DSBs are strongly reduced (i.e. outside the 95% prediction interval; Figures 3f–g) at 25°C compared with 34°C (Figures 2 and 3). Two of these hotspots, *ade6-3049* and one designated in a previous study 2-2 (39)*,* require the stress-response transcription factor Atf1-Pcr1 for high-level DSB formation (39). Additionally, we found modestly reduced (<2-fold) DSB frequencies at 10 of 15 chromosomal sites with the closest match to the consensus sequence for Atf1-Pcr1 binding (27). Previous DSB analysis of these 15 sites showed a Pcr1-dependent reduction at nine of these sites (39); we found a modest reduction at seven of these nine sites, including *cds1*, at 25°C. However, analysis of the other four strongly reduced DSB hotspots showed no connection to Atf1-Pcr1 activation. These reductions may be partially explained by the presence of genes strongly induced by heat shock that flank five of the six reduced DSB hotspots (40), but some other factor or factors must also affect this reduction, as there are many loci with genes induced by heat shock across the genome that showed no change at lower temperature. 

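The hotspot at *cds1* was found on chromosome 3 from 739374 to 742088, with its summit at 740559 in an untranslated region or intron of *cds1*. Its mean IP:WCE ratio over 12 probes was 2.69 and 4.22 in the replicates of *pat1-as2 rad50+* at 25°C and 15.9 in *pat1-114 rad50+* at 34°C, and in *rad50S* 2.06 at 25°C against 4.86 (*pat1-as2*) and 4.21 (*pat1-114*) at 34°C. The log2 fold change was -1.69 (standard error 0.36, adjusted p = 0.00105 from limma), and -1.47 and -1.75 without replicates 1 and 2, with adjusted p of 0.0568 and 0.111 from limma. The hotspot lay inside the 95% prediction interval in every comparison of the temperatures, except that it was below it in *rad50S* against *pat1-as2* when the height of the highest probe was used. The reference genome has the palindrome TGACGTCA, a site of the kind bound by Atf1-Pcr1, at 740694 to 740701, in the context CGTTCCTAAATGACGTCAGTAAATTGTA. Of the 6 strongly reduced hotspots, that in *ade6* and that in *SPBC1105.13C* have this palindrome in the called region or within 500 bp of it, the latter at 3532881 to 3532888 of chromosome 2, between protein-coding genes. The text of the paper does not list the 15 sites, and they were not analysed here as a set.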

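By the ASM294v3 annotation, the summits of the 6 reduced hotspots have these protein-coding genes nearest to them. The summit at 3550034 of chromosome 1 lies in an untranslated region or intron of *bsu1*, between *pan3* and *tlc4*. On chromosome 2, the summit at 2661763 is 771 bp from *hsp16* and 33 bp from *SPBC3E7.17*, that at 3531907 lies in *SPBC1105.13C* with *hhf3* and *rsv2* on its sides, and that at 3642647 is 463 bp from *nce103* and 514 bp from *rpp201*. On chromosome 3, the summit at 1317871 lies in *ade6* between *bub1* and *vtc4*, and that at 1837754 is 290 bp from *hel2* and 661 bp from *nmt1*. Expression of these genes was not analysed here.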

Further studies to decipher what these hotspots have in common could lead to important advances in understanding the factors that influence the distribution DSB hotspots.

As expected, the abundance of joint DNA molecules, including HJs, parallels that of DSBs, at least at the two hotspots examined. Comparing abundance at 34°C with that at 25°C, both DSBs and HJs at *mbs1* are approximately equal, but at *ade6-3049* both are reduced at 25°C (Figures 2–4). The reduction at *ade6-3049* at 25°C can be accounted for by its dependence on activated Atf1-Pcr1, as suggested earlier in the text. As the majority of DSB hotspots have indistinguishable levels of DSBs at the two temperatures, we infer that the abundance of HJs is also the same at most hotspots at the two temperatures and that previous conclusions about HJs are valid across the genome, with minor exceptions. The frequency of crossovers generated at the two DSB hotspots also parallels the frequency of DSBs at the two temperatures. At *mbs1*, where DSBs were similar at both 25 and 34°C (Figure 2b and c), crossover DNA measured by physical assay was also similar at the two temperatures (Figure 6b). At *ade6-3049*, however, there was a comparable reduction of both crossover DNA and DSBs at 25°C compared with 34°C (Figures 2d and 6b). These results agree with previous studies of Atf-Pcr1 mutants that showed decreased DSB-formation and recombination at *ade6* hotspots (41–43).

Particularly noteworthy is the preferential repair of hotspot DSBs with the sister chromatid, as shown by the greater abundance of IS HJs than IH HJs (Figure 5b). By measuring recombination in many intervals, with and without DSB hotspots, we observed crossover invariance, constant cM/kb whether or not the interval assayed contained a DSB hotspot (34). Our subsequent observations on IS and IH HJs and the genetic requirements for recombination at DSB hotspots and in DSB cold regions explained crossover invariance by partner choice for DSB repair: DSBs at hotspots are repaired primarily with the sister chromatid and give no genetic recombinants, whereas those in DSB cold regions are frequently, perhaps exclusively, repaired with the homolog and can give genetic recombinants (25). Our observations in this article fortify this conclusion, by showing that the IS:IH ratio is high at hotspots at 25°C, the condition for recombination assays, as well as at 34°C, the previous condition for HJ assays.

In our assays of HJs at 25°C, we observed a relatively stable DNA intermediate with the electrophoretic mobility expected for SEIs, likely equivalent to the D-loop formed by the initial DNA strand exchange (Figures 1 and 4a). This species has a smaller mass than the HJs, as expected for SEIs, and is at the position expected of Y-shaped DNA with a branch-point at the middle of the restriction fragment and where the DSBs are initiated. The appearance of these intermediates occurs after DNA replication has been completed, indicating they arise from DSB repair during meiotic recombination. Furthermore, during the time of replication, the abundance of branched DNA molecules with different masses along the Y-arc is nearly constant: the hybridization signal (with the central-region probe) of the larger molecules is nearly twice that of the smaller molecules (Figure 4a), as expected for uniformly located replication forks along the genome fragment assayed. In contrast, the molecules arising after replication is complete (after 6 h) have nearly the same mass, one that indicates a branch point restricted to the site of prominent DSBs, consistent with this species arising by strand invasion at that site. This species also disappeared more rapidly than HJs, consistent with its being a precursor to HJs. We previously observed a similar DNA intermediate that was most apparent at 34°C only after crosslinking the DNA with psoralen before extraction from cells (22). We infer that this species forms at both temperatures but is unstable at 34°C without crosslinking. Thermal instability is consistent with this species being an SEI. Further analysis of this species using the conditions used here may confirm this inference. More generally, having the same, optimal conditions for both genetic and physical analyses will lead to a more complete understanding of the mechanism of meiotic recombination.

## ACCESSION NUMBERS

Raw data in Figure 3, Supplementary Figures S1 and S2 are deposited in the NCBI Gene Expression Omnibus (GEO) as accession number GSE49961.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online, including [44,45].

## FUNDING

Funding for open access charge: United States of America National Institutes of Health grants [GM031693 and GM032194 to G.R.S.] and Austrian Science Fund (FWF) grants [P23609 and P21437 to J.G.]. The European Community’s Seventh Framework Programme (FP7/2007-2013) grant agreement number [PERG07-GA-2010-268167 to L.C.] and grant agreement number [PCIG11-GA-2012-322300 to J.G.].

*Conflict of interest statement*. None declared.

## Supplementary Material

Supplementary Data

# Supplementary material for: DNA intermediates of meiotic recombination in synchronous S. pombe at optimal temperature
**Source:** Nucleic Acids Res. 2013 Oct 1;42(1):359–69. doi: 10.1093/nar/gkt861
**Supplement:** Supplementary Data

DNA intermediates of meiotic recombination in synchronous S. pombe at optimal temperature — DNA intermediates of meiotic recombination in synchronous S. pombe at optimal temperature — Supplementary Data 

# DNA intermediates of meiotic recombination in synchronous *S. pombe* at optimal temperature

## Supplementary Data

files

**Files in this Data Supplement:**

- Supplementary Data - pdf file

How the deposited data were processed for this re-analysis (not part of the article)

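DNA bound to Rec12-FLAG was measured on 6 two-colour Agilent tiling arrays, with the IP in Cy5 and the WCE of the same culture in Cy3 on each array and no exchange of dyes. The authors deposited, for each array, intensities that Feature Extraction 10.7.3.1 had background-subtracted, spatially detrended and dye-normalized. The authors also deposited a table of log10 ratios of IP over WCE, which they had centred on the median of each array and multiplied by a scaling factor of 1, 1.1 or 1.3. The log10 values were recomputed here from the intensities with the authors' scaling factors, leaving out spots that the scanner software had marked as non-uniform, and spots of 1 probe were averaged.

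Some positions given in the probe names were damaged, for 5696 probes by more than 10 kb. Positions were therefore taken from exact matches of the probe sequences to the ASM294v3 reference. Probes with more than 1 match (908) or no match (7) were left out, a filter that was decided on after the files had been read. The positions of the array design differed from the matched ones for 6068 probes, all on chromosome 1, by a median of 6150 bp. The median distance between probes was 264.0 bp, which limits how precisely a summit can be placed.

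DSB hotspots were runs of at least 3 probes with a mean ratio of at least 2, averaged with equal weight for the temperatures, joined over gaps of up to 1 kb, and the 288 regions with the highest integrated signal were kept. Hotspots of the paper were matched to the called region with the highest integrated signal whose summit, at its position in the array design, lay within 5 kb of the position the paper gives, and *cds1* to the region that overlaps the gene. The sites named in the text are those whose position the paper gives, *mbs1*, *ade6*, *cds1*, and the 5 hotspots with the largest change in each direction among those past the limma threshold that changed the same way in every comparison of a 25°C with a 34°C array of the same *rad50* genotype. These choices and the main settings were fixed before the data were examined, apart from the use of design positions for the match.

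Correlations are Pearson *r* of the integrated signal with an interval from 2000 bootstrap resamples of hotspots. The 95% prediction interval is that of an ordinary least squares regression of the 25°C on the 34°C signal; for pairs of arrays of the same temperature, which signal is regressed on which was not fixed in advance. The log2 mean ratios were fitted with limma 3.58.1 (R 4.3.3) with terms for temperature and *rad50* genotype, or with their interaction, with empirical Bayes moderation and Benjamini-Hochberg adjustment over the hotspots at 0.05. This fit assumes that conditions with 1 array vary like the replicated one, and only 1 condition had replicates. Overlaps were tested with Fisher's exact test and by permutation among hotspots of neighbouring integrated signal, in groups of 12 or 24 (chosen after seeing the data), and motif and chromosome differences by permutation. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. In simulated data with 60 changed hotspots of 288, at a log2 change of 2, limma recovered 60 with 3 false calls for temperature and 31 with 4 false calls for the interaction. The hotspot caller recovered 294 of 300 planted regions. These had the same height on every array, well above the threshold of 2, unlike weak or changed hotspots in the data. The planted log2 change of 2 is also larger than the median of the lower calls, -1.40. Recovery in the data may therefore be lower.

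Slides coincide in part with the conditions: replicate 2 of *pat1-as2 rad50+* was alone on slide 1, replicate 1 and *pat1-114 rad50+* were on slide 2, and the *rad50S* arrays were on slide 3. A slide block therefore leaves out replicate 2 in effect. The *pat1* allele and the inhibitor could not be separated from temperature in *rad50+*.

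The alternatives chosen in advance were normexp background correction with an offset of 50, the deposited log10 values, within-array loess, no scaling factors, a filter on probes dim in WCE, region thresholds of 1.5 and 3, hotspots called at 34°C only, every called region, the height of the highest probe, the log2 scale, leaving out each array, a slide block, and no *rad50* term. The dim-probe filter chosen in advance, read as probes dim on every array, removed 1 probe and so tests nothing; a reading added later, dim on at least 1 array, removed 492. Other alternatives added after seeing the data were hotspots called with equal weight for the 4 combinations of temperature and *rad50* genotype, the positions of the array design, non-uniform spots kept, each array centred on its median hotspot, the same median and SD for every array, GC content regressed out, exchanged axes in the regressions between arrays of the same temperature, and the interaction fitted under settings planned for other results. Several settings, the main one among them, were compared while the methods were being worked out, and the main one was not changed. Southern blots, recombination assays and expression were not analysed here.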

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

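Of the tests in this part, those of the slides, of other groupings of the arrays, of the overall difference in enrichment, of the *pat1-as2* strain and of the lower WCE as part of the ratio were chosen after the result was seen, as were the fits with each array centred or given the same median and SD and the fit with GC content regressed out.

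The temperature difference itself differed between *rad50+* and *rad50S* at 52 hotspots (limma interaction term, adjusted p under 0.05): at 46 the fall at 25°C was larger in *rad50+*, and at 6 the rise was. The paper does not report such a comparison. The *rad50S* arrays have a narrower range of ratios, and once each array was given the same median and SD, limma made 0 interaction calls, with 50 hotspots at an unadjusted p under 0.05. The pattern is thus consistent with a difference in range between the arrays, which may come from the immunoprecipitation or from the accumulation of unrepaired breaks; the data do not separate these. The *rad50* genotypes were also on different slides, and no condition of the interaction other than *pat1-as2 rad50+* at 25°C and *rad50S* at 34°C had more than 1 array.

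At the hotspot near 1875 kb of chromosome 2 the interaction term was -3.01 on the log2 scale (standard error 0.54, adjusted p = 9.34e-06 from limma), which means that the rise at 25°C was larger in *rad50+* than in *rad50S*; the signal was higher at 25°C in each comparison of arrays of the same genotype. With the same median and SD for every array this term too was not among the calls, of which there were 0 (limma; 50 hotspots at an unadjusted p under 0.05). Lower WCE signal was tested as the source of the high ratio: the log2 WCE signal of the region differed by -0.79 between 25°C and 34°C, of a ratio difference of 3.69, so that it makes up 21.55% of the log2 ratio and cannot be its whole source. The prediction made for this test, that the WCE signal would differ little if it was not the cause, was not met, and the size that would count against it as the whole cause was set after its value was seen. A feature of the *pat1-as2* strain present at both temperatures is argued against by the mean ratio of 1.01 in *pat1-as2 rad50S* at 34°C. An effect of the inhibitor remains open, because it was present in every 25°C culture.

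With limma, 68 hotspots outside the positions the paper gives changed with temperature, 55 of them lower and 13 higher at 25°C. Over all hotspots, the direction was the same in each of the 4 comparisons at 71 of the 77 calls. Without replicate 1 or without replicate 2 of *pat1-as2 rad50+* limma made 0 calls (86 and 73 hotspots at an unadjusted p under 0.05, smallest adjusted p 0.0562 and 0.111), and without *pat1-114 rad50+* at 34°C it made 5, so the single calls should be read with caution; the log2 fold change at 1875 kb was 3.42, and 3.22 and 3.19 without replicates 1 and 2. Among the groupings of the 6 arrays into 3 and 3, only 1, the real one, gave as many calls and 1 could not be fitted, but there are 10, too few to exclude chance. A slide effect as the whole cause is argued against by the correlation of 0.742 between the temperature differences within slide 2 and within slide 3, and GC content by the 66 calls left after it was regressed out. The excess of lower over higher calls cannot be told apart from an overall difference in enrichment: with each array centred on its median hotspot, which shifts the median log2 fold change from -0.24 to 0.14, 34 hotspots were lower and 35 higher. Since centring evens out the directions whatever the cause, this does not separate an overall difference in enrichment between the arrays from a real excess of falls, and both remain open. Temperature, the inhibitor and, in part, the *pat1* allele remain open as explanations of the changes.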

How the results depend on the processing

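The alternatives chosen after the data were seen are the fits with each array centred on its median hotspot or given the same median and SD, non-uniform spots kept, GC content regressed out, hotspots called with equal weight for the 4 combinations of temperature and *rad50* genotype, positions of the array design, probes dim in WCE on at least 1 array left out, the test of the overlap among hotspots of neighbouring signal, the test of the palindrome without the hotspots the paper names, and the interaction under settings other than the deposited values and no scaling factors.

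Of 318 values of the main results under alternatives, 258 stayed within the limits set for no change, 58 moved, 1 weakened and 1 reversed; of 438 values at single hotspots, 389 kept their direction and side of the threshold, 39 weakened, 8 strengthened and 2 reversed, the latter at 1 of 26 hotspots. A correlation was taken to have moved when it lay outside the bootstrap interval of the main value.

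The correlation of the replicates was 0.980 with the deposited values, 0.980 with non-uniform spots kept, and 0.8885 with summit height. That of the *rad50S* arrays at 34°C was 0.9415 with loess and 0.924 with summit height. With summit height, *r* was also lower for *pat1-114 rad50+* with replicate 2 (0.683), for *pat1-as2 rad50S* between the temperatures (0.691) and for *rad50+* with *rad50S* at 25°C (0.796). On the log2 scale *r* was 0.932 (replicates), 0.901 (34°C), 0.402 and 0.357 (*pat1-114 rad50+* with replicates 1 and 2), 0.531 and 0.578 (*rad50S* at 25°C with *pat1-114* and *pat1-as2* at 34°C) and 0.758 (*rad50+* with *rad50S* at 25°C). The cause was not tested, other than non-uniform spots for the replicates and noise at weak hotspots for the log2 scale.

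Outside the prediction interval on the log2 scale lay 2 hotspots above it with replicate 1 and 1 with both replicates, 2 below it with both, and 9 above and 9 below it in *rad50S* against *pat1-as2*; increased hotspots in both *rad50* genotypes fell to 1 (Fisher's exact test, p = 0.0616). These counts stayed within 1.5 times of the main ones under the other alternatives run; with a single replicate 11 to 12 hotspots were above and 6 to 7 below it.

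The limma counts depended most on the processing. Higher at 25°C were 9 hotspots without scaling factors, 8 with hotspots called at 34°C only and 8 with summit height; lower were 34 with summit height. Without the *rad50* term limma made 0 calls higher and 0 lower (6 hotspots at an unadjusted p under 0.05), and with slide as a block 0 and 0 (73 at an unadjusted p under 0.05). Leaving out 1 array at a time gave 0 to 27 higher and 0 to 107 lower, with 0 of each without either 25°C *rad50+* replicate (86 and 73 at an unadjusted p under 0.05) and 1 and 4 without *pat1-114 rad50+*. Centring each array on its median hotspot gave 35 higher and 34 lower. With the same median and SD for every array, 63 were higher, and 41 without the *rad50* term, 43 with slide as a block and 32, 43, 33, 66, 57 and 43 on leaving out 1 array (in the order replicates 1 and 2 of *pat1-as2 rad50+*, *pat1-114 rad50+*, *rad50S* at 25°C, and *pat1-as2* and *pat1-114 rad50S* at 34°C), with 38, 41, 38, 48, 55 and 40 lower. That rescaling was chosen after the loss of calls was seen, and it also removes any real difference in range; 68 of the 77 main calls were among its 118. Interaction calls were 12 without scaling factors, 31 and 21 with region thresholds of 1.5 and 3, 13 with every called region, 11 with summit height and 0 with the same median and SD (limma; 50 at an unadjusted p under 0.05). The cause was not tested further.

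The difference between hotspots with and without the palindrome reversed to 0.0041 with the heptamer ATGACGT. The log2 fold change of the *mbs1* hotspot reversed to -0.10 with normexp and -0.0016 without replicate 2 (0.24 without replicate 1). By replicate number no paired analysis was possible because the temperatures share fewer than 2 replicate numbers. The paper states that meioses at 25°C and 34°C were done concurrently, and slides 2 and 3 each hold arrays of both temperatures; the fit with slide as a block, given above, compares the temperatures within these slides. Leaving out probes dim in WCE on every array removes 1 probe and says nothing about stability. Signal over background was high in WCE, but replicate 2 had 30.3% non-uniform spots, which leaves fewer probes per hotspot on that array.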

Differences from the paper's values

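The settings with non-uniform spots kept, with positions of the array design and with exchanged axes were chosen after the values were seen.

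For the replicates at 25°C the paper gives a Pearson *r* of 0.98, and the value here was 0.959. A value was counted as different when it was further from the paper's than the larger distance from the value here to the limits of its bootstrap interval, which is 0.0162 for this correlation and 0.0143 for the next. Of the alternatives set before the data were examined, the deposited log10 values (0.980) and a region threshold of 3 (0.9685) were within this distance of the paper's value; normexp, loess, no scaling factors, the dim-probe filter, a region threshold of 1.5, hotspots called at 34°C only, every called region, summit height and the log2 scale were not. The paper prints 2 decimals, and for both correlations the gap exceeds the distance by less than that rounding, so neither the differences nor the sorting of alternatives near the limit is firm. Keeping non-uniform spots, an alternative chosen after seeing the values, gave 0.980.

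For *pat1-114* and *pat1-as2* in *rad50S* at 34°C the paper gives 0.95, and the value here was 0.965. Loess (0.9415) and region thresholds of 1.5 (0.963) and 3 (0.964) were within the distance; normexp, the deposited values, no scaling factors, the dim-probe filter, hotspots called at 34°C only, every called region, summit height and the log2 scale were not. The positions of the array design, chosen after seeing the values, gave 0.963.

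The paper states that most of the reduced hotspots were strongly reduced in *rad50S*. Outside the 95% prediction interval were 4 of 6 against *pat1-as2* and 3 of 6 against *pat1-114*, and all 6 were lower at 25°C. Against *pat1-114* the number was 4 with normexp and with every called region and 2 with summit height and on the log2 scale; against *pat1-as2* it was 3 with loess, a region threshold of 3 and summit height and 2 on the log2 scale. The paper places the 6 within the range of variation between *pat1-as2* and *pat1-114* at 34°C; with *pat1-114* regressed on *pat1-as2*, chosen after seeing the values, 5 of 6 were inside the interval and that between *hel2* and *nmt1* was above it, and with the axes the other way all 6 were inside. Among the increased positions, that at 2528043 of chromosome 2 lay inside the interval with replicate 1; it was outside with normexp, with every called region and with summit height. The paper places the *ade6* hotspot with those alike in *rad50+* and *rad50S* at 25°C; here it was below the interval in that comparison, and inside it with summit height. The paper calls the reduction at *cds1* modest, a word it uses there for reductions of less than 2-fold. The log2 fold change here was -1.69, a fall of more than 2-fold. The hotspot lay inside the interval in the comparisons of the temperatures, except with summit height in *rad50S* against *pat1-as2*, where it was below it.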

Other observations

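Of the tests in this part, those of noise at weak hotspots, of the chromosomes and of the non-uniform spots, and the tests of the palindrome with rescaled arrays and without the hotspots the paper names, were chosen after the result was seen.

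The number of hotspots above the prediction interval with both replicates, 8, was above the 4.11 of simulated unchanged hotspots that share 1 array at 34°C (95% between 2 and 7), as was the number below it, 6 against 2.28 (1 to 5). The simulations gave the shared array the spread between the replicates. Sharing an array with that spread is thus unlikely to give these numbers alone, though it can give part of them. The noise of the 34°C array itself was not measured, so the simulations cannot exclude that a noisier shared array gave them.

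The correlation between temperatures was lower on the log2 scale than on the linear scale. The replicates correlated on the log2 scale with *r* of 0.932, which argues against noise at weak hotspots on the 25°C arrays as the whole cause. It does not measure noise on the single 34°C *rad50+* array. That array correlated with *r* of 0.676 and 0.666 with the *rad50S* arrays at 34°C, and 0.402 and 0.357 with the replicates. Its noise is thus unlikely to be the whole cause, but it has no replicate. No biological explanation was tested.

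The replicate correlation here was lower than the paper's. With non-uniform spots kept it was 0.980, so leaving them out is a candidate explanation; whether the authors kept them was not determined.

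Since the paper discusses Atf1-Pcr1 sites, hotspots with TGACGTCA in or within 500 bp of the called region were compared with the others. Their mean log2 fold change of 25°C over 34°C was -0.94 at 18 hotspots and -0.26 at 270, a difference of -0.68 (permutation p = 0.00094), and 17 of 18 were lower at 25°C. The difference was -0.44 (p = 0.0251) without the hotspots the paper names, with 14 of 15 lower, and -0.88 (p = 0.00105) with the same median and SD for every array, with 15 of 18 lower. It was absent for the heptamer ATGACGT (0.0041 at 57 hotspots, permutation p = 0.973). The palindrome may mark hotspots that are weaker at 25°C, but this is not independent of the paper, which examined such sites in the same data, and binding was not measured. The 3 chromosomes did not show a difference in fold change (permutation p = 0.475), which does not exclude one.

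Outside the positions the paper gives, the hotspots with the largest rise at 25°C were on chromosome 1 at 3004761 in *eta2* (log2 fold change 1.81, adjusted p = 0.00101 from limma) and at 1165739 between *fsh2* and *ogm1* (1.54, adjusted p = 0.00195), and on chromosome 3 at 716829 between *bfr1* and *wee1* (1.44, adjusted p = 0.00377) and at 1496826 between *pfl4* and *SPCC188.14* (1.41, adjusted p = 0.00868). None had an adjusted p under 0.05 without either replicate of *pat1-as2 rad50+* (0.0568 to 0.147 without replicate 1, 0.111 to 0.206 without replicate 2), and that at 1496826 also had none with loess (0.0593) or summit height (0.227).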
